# Genomic regulation of invasion by STAT3 in triple negative breast cancer

**DOI:** 10.18632/oncotarget.14153

**Published:** 2016-12-24

**Authors:** Joy M. McDaniel, Katherine E. Varley, Jason Gertz, Daniel S. Savic, Brian S. Roberts, Sarah K. Bailey, Lalita A. Shevde, Ryne C. Ramaker, Brittany N. Lasseigne, Marie K. Kirby, Kimberly M. Newberry, E . Christopher Partridge, Angela L. Jones, Braden Boone, Shawn E. Levy, Patsy G. Oliver, Katherine C. Sexton, William E. Grizzle, Andres Forero, Donald J. Buchsbaum, Sara J. Cooper, Richard M. Myers

**Keywords:** TNBC, STAT3, ChIP-seq, RNA-seq, invasion

## Abstract

Breast cancer is a heterogeneous disease comprised of four molecular subtypes defined by whether the tumor-originating cells are luminal or basal epithelial cells. Breast cancers arising from the luminal mammary duct often express estrogen receptor (ER), progesterone receptor (PR), and human epidermal growth receptor 2 (HER2). Tumors expressing ER and/or PR are treated with anti-hormonal therapies, while tumors overexpressing HER2 are targeted with monoclonal antibodies. Immunohistochemical detection of ER, PR, and HER2 receptors/proteins is a critical step in breast cancer diagnosis and guided treatment. Breast tumors that do not express these proteins are known as “triple negative breast cancer” (TNBC) and are typically basal-like. TNBCs are the most aggressive subtype, with the highest mortality rates and no targeted therapy, so there is a pressing need to identify important TNBC tumor regulators. The signal transducer and activator of transcription 3 (STAT3) transcription factor has been previously implicated as a constitutively active oncogene in TNBC. However, its direct regulatory gene targets and tumorigenic properties have not been well characterized. By integrating RNA-seq and ChIP-seq data from 2 TNBC tumors and 5 cell lines, we discovered novel gene signatures directly regulated by STAT3 that were enriched for processes involving inflammation, immunity, and invasion in TNBC. Functional analysis revealed that STAT3 has a key role regulating invasion and metastasis, a characteristic often associated with TNBC. Our findings suggest therapies targeting STAT3 may be important for preventing TNBC metastasis.

## INTRODUCTION

Breast cancer is the most prevalent cancer diagnosed in women worldwide, and is the second leading cause of death by cancer in women [1, 2]. In 2015, nearly 231,840 new cases of breast cancer in women were diagnosed in the United States, along with an estimated 40,290 female breast cancer-related deaths [2]. The majority of breast cancers diagnosed are ductal invasive carcinomas. Cancers of this type arise from luminal or basal epithelial cells lining the mammary duct. Ductal-derived breast cancer can be classified into four categories based on microarray gene expression profiling analysis: luminal A, luminal B, human epidermal growth factor receptor 2 (HER2) overexpression, and basal-like (Basal A and Basal B) [3]. Expression of estrogen receptor (ER), progesterone receptor (PR), and HER2 receptor is used to determine the primary breast tumor subtype, prognosis, and targeted therapeutic regimen.

The presence of ER is one of the most important discriminators for diagnosing primary breast tumor subtype [4]. ER-positive tumors are associated with better prognosis because of available targeted hormonal therapy, longer relapse-free survival, and improved overall survival compared to ER-negative tumors [4–6]. While HER2-positive tumors are aggressive, treatment options for these cancers have advanced through the use of monoclonal antibodies to block HER2 activity [7]. Ten to twenty percent of all invasive breast cancers diagnosed are classified as triple negative breast cancer (TNBC), a subtype characterized by a lack of expression of ER or PR, and a lack of HER2 overexpression [8].

TNBCs typically arise from basal cells, and are diagnosed at higher tumor stage and grade, contributing to the aggressive biology of these cancers [8]. TNBC treatment is restricted to the use of cytotoxic chemotherapies because these tumors are non-responsive to anti-hormonal therapeutics [8]. TNBC patients typically receive neoadjuvant chemotherapy, and in comparison to patients with luminal breast cancers, they have a higher initial response to chemotherapy [9, 10]. However, when TNBC and non-TNBC patients are compared longitudinally, TNBC patients have shorter relapse-free survival [9, 10]. TNBC tumors are also more likely to develop resistance to chemotherapies and present with distant recurrence and visceral metastases, all contributing to shorter relapse-free survivals [9–11]. Recurrence typically occurs within 3 years of initial diagnosis [12]. Consequently, in order to advance the development of targeted therapeutics in TNBC, a better understanding of the underlying molecular mechanisms distinguishing TNBC from other breast cancer subtypes is critical.

Genomic studies have reported gene expression signatures characterizing basal TNBC, but lack insight into upstream transcriptional regulators [3, 13, 14]. The high success rate of targeting the transcription factor ER in luminal breast cancers supports the notion that identifying the transcriptional regulator(s) of basal TNBC will be beneficial in the development of therapies for this aggressive breast cancer. Key transcription factors as potential therapeutic targets in basal TNBC are likely to be overexpressed in TNBCs compared to ER+ tumors, and possess known oncogenic mechanisms in other solid tumors. One transcription factor that meets these criteria as a potential therapeutic target in TNBC is signal transducer and activator of transcription 3 (STAT3).

STAT3 has been widely recognized as an oncogene in various cancers and has been confirmed to be constitutively active in TNBC [15, 16]. There is no difference in the gene expression levels of STAT3 in ER+, HER2, and TNBC breast cancer subtypes; however, active phosphorylated STAT3 is restricted to basal TNBCs [17, 18]. Furthermore, it has been shown that STAT3 signaling is critical for cell survival in basal TNBC breast tumors [18]. As an oncogene, in other cancer types, STAT3 has been shown to regulate various aspects of cancer onset and progression including transformation, proliferation, invasion, and metastasis [16, 19, 20]. Treatment of TNBC cell lines with pharmacological agents targeting STAT3, revealed this factor to be required for cancer stem cell maintenance and cell survival in TNBC [15, 17, 18, 21]. These studies implicate a role for STAT3 in the aggressive biology of TNBC; however the transcriptional program associated with STAT3 and its molecular mechanisms are unknown. Here we describe our efforts to characterize the direct regulatory gene targets of STAT3 and its functional role in the progression of basal TNBC.

## RESULTS

### Genome-wide binding patterns of STAT3

To characterize STAT3 binding patterns associated with TNBC, we performed, in replicate, Chromatin Immunoprecipitation followed by massively parallel sequencing (ChIP-seq) in five basal breast cancer cell lines with a STAT3-specific antibody [22]. We identified genomic regions commonly as well as uniquely bound by STAT3 across the breast cancer cell lines. Hierarchical clustering of STAT3 binding sites demonstrated that STAT3 binding is heterogeneous, possibly reflecting the heterogeneity of TNBC (Figure 1). We next evaluated gene enrichment at TNBC-specific STAT3 binding sites using the Genomic Regions Enrichment of Annotations Tool (GREAT) [23], and found these sites were near genes down-regulated in luminal breast cancer and up-regulated in basal breast cancer cell lines (Supplementary Table S1). Notably, these TNBC-bound STAT3 sites were further enriched near genes in pathways involved in cell migration and invasion, including extracellular matrix organization, extracellular structure organization, collagen metabolic process, anchoring junctions, adherens junctions and regulation of locomotion [23] (Supplementary Tables S2-S3). These enriched pathways are related to invasion, and these findings point to a role for STAT3 in this key tumorigenic process in TNBCs.

**Figure 1:**
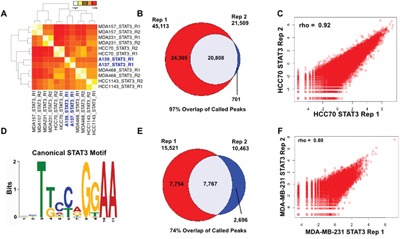
STAT3 binds in a subtype-specific manner across basal TNBC breast cancer **A.** Heatmap of Spearman rank correlations between all pairwise comparisons of STAT3 binding sites across basal TNBC cell lines and TNBC tumors (blue). **B.** Venn diagram of replicate STAT3 binding sites in basal breast cancer cell line HCC70. 20,808 high-confidence binding sites were called in both replicates. **C.** Correlation plot of STAT3 binding sites in HCC70 replicates (Spearman rho=0.92) **D.** Canonical STAT3 motif enriched in binding sites in HCC70 and MDA-MB-231. **E.** Venn diagram of replicate STAT3 binding sites in basal breast cancer cell line MDA-MB-231. 7,767 high-confidence binding sites were called in both replicates. **F.** Correlation plot of STAT3 binding sites in MDA-MB-231 replicates (Spearman, rho=0.80).

### Comparison of STAT3 binding in cell lines with patient-derived tumor samples

Because human breast cancer cell line models were used to characterize the genome-wide binding patterns of STAT3 in TNBC, we next determined if these genome-wide binding patterns are also seen in primary tissue from TNBC tumors. We performed ChIP-seq on STAT3 in two frozen TNBC patient tumors [24], and identified 9,074 and 12,780 STAT3 binding events. We observed that STAT3 binding in TNBC tumor tissues is highly correlated with binding sites identified in basal TNBC cell lines (Figure 1). Similarly, STAT3 binding sites in tumors and cell lines are enriched for biological processes involving invasion mechanisms (Supplementary Figure S1). Importantly, these data indicate STAT3 cell line binding sites are also seen *in vivo* in patient tumors.

The high similarity of STAT3 binding patterns in TNBC tumors and cell lines led us to further analyze the binding patterns of STAT3 in two TNBC cell lines. Due to the heterogeneity of TNBC breast cancers, we selected two cell lines harboring broad molecular subtypes of TNBC-basal A (HCC70) and basal B (MDA-MB-231) tumors. ChIP-seq binding sites for each cell line was integrated with RNA-seq data to determine STAT3 driven gene regulation in TNBC. In HCC70, 20,808 high-confidence STAT3 binding sites were identified (Figure 1). Pairwise analysis of each ChIP-seq replicate revealed a significant correlation of binding sites across replicates (Spearman, rho=0.92) (Figure 1). These reproducible binding sites were significantly enriched for the canonical STAT3 motif (Figure 1D. Similarly, in the basal B cell line (MDA-MB-231), there were 7,767 high-confidence binding sites in both replicates (Figure 1). Again, these binding sites had both a high correlation coefficient (Spearman, rho=0.80), and a significant enrichment of the canonical STAT3 motif (Figure 1). The high-confidence binding sites for both cells lines were used for integration with RNA-seq data to characterize the effects of STAT3 binding on gene expression.

### Effects of STAT3 on gene expression in TNBC cell lines

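RNA was collected from HCC70 and MDA-MB-231 cells 96 h after transfection with a pool of siRNAs against STAT3 or with a non-targeting siRNA, with 3 libraries for each cell line and siRNA. The authors selected polyadenylated RNA, made non-stranded libraries, aligned the paired reads with TopHat to the GENCODE transcript models, calculated raw counts with Cufflinks and BEDTools, and deposited them without normalization. Each table holds 51838 genes, named by symbol and Ensembl identifier. In HCC70, the counts of a library summed to between 121.2 and 122.1 M after STAT3 siRNA (median 121.6 M) and to between 121.2 and 123.2 M after non-targeting siRNA (median 122.9 M). In MDA-MB-231, the sums were 123.0 to 123.2 M after STAT3 siRNA and at least 121.8 M after non-targeting siRNA, with a median of 123.1 M for each. The paper states 26.5 M reads per library, and the values here use the deposited counts. Genes that could be placed by name on the X or Y chromosome were omitted, as the study omitted these chromosomes, genes with low counts were removed with edgeR's filterByExpr, and libraries were scaled with TMM factors. STAT3 siRNA was compared with non-targeting siRNA within each cell line by edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment. Standard errors were taken as the size of the log2 fold change divided by the square root of the test's F statistic. Genes with an adjusted p below 0.05 and more than a 2-fold difference in either direction are given as differentially expressed. The paper's text names no adjusted p threshold, so 0.05 was chosen for these tests. Since the libraries were not stranded, counts of genes that overlap another gene can include reads of either one. The targeted gene, STAT3 (ENSG00000168610, chromosome 17), had 35.6 ± 4.93 CPM (SD, n = 3) after STAT3 siRNA and 197 ± 9.22 CPM (SD, n = 3) after non-targeting siRNA in HCC70. This was a log2 fold change of -2.47 (standard error 0.08, adjusted p = 1.16e-08, edgeR). In MDA-MB-231, STAT3 had 26.9 ± 2.19 CPM (SD, n = 3) after STAT3 siRNA and 182 ± 16.5 CPM (SD, n = 3) after non-targeting siRNA, a log2 fold change of -2.76 (standard error 0.09, adjusted p = 2.59e-07, edgeR). Every STAT3 siRNA library was below every non-targeting library of its cell line. The 2 falls differed by 0.30 on the log2 scale, which was not significant in edgeR's test of the difference (adjusted p = 0.153). Of the alternatives that keep every library, DESeq2 with shrunken fold changes moved these values most, to -2.39 in HCC70 and -2.65 in MDA-MB-231.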

To ascertain which genes are regulated by STAT3 in these basal TNBC cell lines, we performed RNA-seq under control culture conditions and after 96 hour siRNA-mediated knockdown of STAT3 (Supplementary Figure S2) [25]. 

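In HCC70, 24602 genes were tested, and 707 were differentially expressed after STAT3 knockdown, 382 lower and 325 higher. In MDA-MB-231, 24937 genes were tested, and 547 were differentially expressed, 313 lower and 234 higher. The fold threshold moved these counts most, as 6751 genes in HCC70 and 5033 genes in MDA-MB-231 had an adjusted p below 0.05 at any fold change. With DESeq2 and the shrunken fold changes that were the default in the version the paper names, at an adjusted p below 0.1, 321 genes in HCC70 and 186 genes in MDA-MB-231 passed the same fold threshold. The biological coefficient of variation between libraries was 0.063 in HCC70 and 0.09 in MDA-MB-231. Among genes with an average log2 CPM of at least 2 and no overlap between the siRNA and control libraries, the largest rises in HCC70 were CEACAM5 (ENSG00000105388), TMEM45B (ENSG00000151715) and SCEL (ENSG00000136155). CEACAM5 went from 7.1 ± 0.824 CPM (SD, n = 3) to 82.4 ± 5.92 CPM (SD, n = 3), a log2 fold change of 3.54 (standard error 0.08, adjusted p = 9.39e-10, edgeR). TMEM45B rose by a log2 fold change of 3.37 and SCEL by 3.36, each with a standard error of 0.1 and an adjusted p of 3.09e-09 (edgeR). The largest falls after STAT3 itself were CYP21A1P (ENSG00000204338), at -2.44 (standard error 0.13, adjusted p = 1.95e-07, edgeR), and CYP21A2 (ENSG00000231852), at -2.33 (standard error 0.14, adjusted p = 4.6e-07, edgeR). These are a pseudogene and its near-identical parent gene on chromosome 6, so reads could not be assigned to one of them with certainty. CYP21A2 also overlaps TNXB, and CYP21A1P overlaps TNXA. In MDA-MB-231, the largest rises were TNFSF15 (ENSG00000181634), the transcribed pseudogene SFTA1P (ENSG00000225383), which overlaps CELF2, and MARCH4 (ENSG00000144583). Their log2 fold changes were 2.42 (standard error 0.18, adjusted p = 1.85e-05, edgeR), 2.03 (standard error 0.13, adjusted p = 1.1e-05, edgeR) and 1.94 (standard error 0.08, adjusted p = 6.1e-07, edgeR). The largest falls after STAT3 were NGFR (ENSG00000064300), from 8.32 ± 1.22 CPM to 1.48 ± 0.347 CPM (SD, n = 3), and CDK15 (ENSG00000138395), from 7.78 ± 0.102 CPM to 1.72 ± 0.0641 CPM (SD, n = 3). Their log2 fold changes were -2.49 (standard error 0.16, adjusted p = 1.04e-05, edgeR) and -2.18 (standard error 0.08, adjusted p = 6.1e-07, edgeR). SCEL, MARCH4, NGFR and CDK15 each overlap another gene, and CEACAM5 belongs to a family of similar genes. With each of the 6 libraries of a cell line left out in turn, all of these genes stayed differentially expressed.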

Analysis of the RNA-seq data revealed 737 differentially expressed transcripts in HCC70 (Figure 2) and 548 differentially expressed transcripts in MDA-MB-231 (Figure 2) (> 2.0-fold differences between siRNA treated cells and non-targeting vehicle controls).

**Figure 2:**
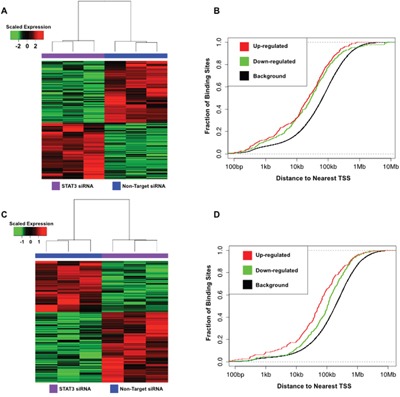
STAT3 binds and regulates genes in basal TNBC cell lines **A.** Heatmap of 737 differentially expressed gene transcripts in HCC70 in response to STAT3 knockdown (> 2.0-fold differences between siRNA treated cells and non-targeting vehicle controls) **B.** Cumulative distribution function plot of STAT3 binding sites near differentially expressed transcripts in HCC70. **C.** Heatmap of 548 differentially expressed gene transcripts in MDA-MB-231 in response to STAT3 knockdown (> 2.0-fold differences between siRNA treated cells and non-targeting vehicle controls) **D.** Cumulative distribution function plot of STAT3 binding sites near differentially expressed transcripts in MDA-MB-231.

Integration of the RNA-seq and STAT3 ChIP-seq datasets in HCC70 cells showed that 50% of the differentially regulated transcripts (245 transcripts down-regulated and 231 transcripts up-regulated; p-value < 2.22 × 10^-16^ and p-value < 5.64 × 10^-14^, respectively, k-s test) have a STAT3 binding site within 50 kb of their transcriptional start site (TSS) (Figure 2). These differentially expressed transcripts within 50 kb of a TSS are likely regulated by STAT3 in HCC70. Similarly in the MDA-MB-231 cell line, 216 genes (104 transcripts down-regulated and 112 transcripts up-regulated; p-value < 8.07 × 10^-09^ and p-value < 1 × 10^-16^, respectively, k-s test) were identified to have a STAT3 binding site within 50 kb of the gene's TSS (Figure 2). In each condition, STAT3 binding sites were significantly closer to differentially expressed gene TSSs than random transcripts, which is consistent with regulation of gene expression. These findings suggest STAT3 acts more as a distal regulator in the context of TNBC, supporting previous findings of STAT3 distal gene regulation during normal development and in disease states [26].

### STAT3 regulates genes involved in cellular invasion and migration processes

Discovery of STAT3 transcriptional activity in TNBC led us to assess the transcripts commonly regulated by this factor in both TNBC cell lines. We identified 22 common transcripts likely regulated by STAT3 (Supplementary Table S4). This small signature was not enriched for any biological processes; however, it provides insight to the potential regulatory mechanisms of STAT3 in TNBC. 

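The response to STAT3 knockdown in HCC70 and MDA-MB-231 was compared over the 22444 genes tested in both cell lines, without STAT3 binding sites, which were not used here. Of these, 76 genes were differentially expressed in the same direction in both cell lines. There were 42 genes lower in both, where 2.33 were expected by chance (one-sided Fisher's exact test, p = 1.4e-40), and 34 genes higher in both, where 1.49 were expected (one-sided Fisher's exact test, p = 1.08e-36). There were 3 genes lower in HCC70 and higher in MDA-MB-231, and 6 genes with the opposite pattern. The cell lines have separate control libraries, so no control was shared. Without the fold threshold, 1790 genes changed in the same direction in both lines and 415 genes in opposite directions. Across genes, which are not independent replicates, the log2 fold changes of the 2 lines had a Pearson r of 0.26 and a Spearman rho of 0.27. A gene that passes the threshold in one cell line only is not thereby shown to differ between them, so the difference was tested directly with an interaction term in one edgeR fit of all 12 libraries. Of 27210 genes in that fit, 3491 responded differently in the 2 cell lines at an adjusted p below 0.05. At an adjusted p below 0.1, 4785 genes did. Of the 761 genes that were differentially expressed in at least one of the 2 lines and tested in both, 437 (57.4%) responded differently. With the change in MDA-MB-231 subtracted from that in HCC70, the log2 difference was 3.31 for TMEM45B (interaction adjusted p = 4.04e-09, edgeR) and -1.52 for CYP21A2 (interaction adjusted p = 0.000771, edgeR). For TNFSF15, the difference of -0.66 was not significant (interaction adjusted p = 0.38, edgeR).

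**Figure D1:**
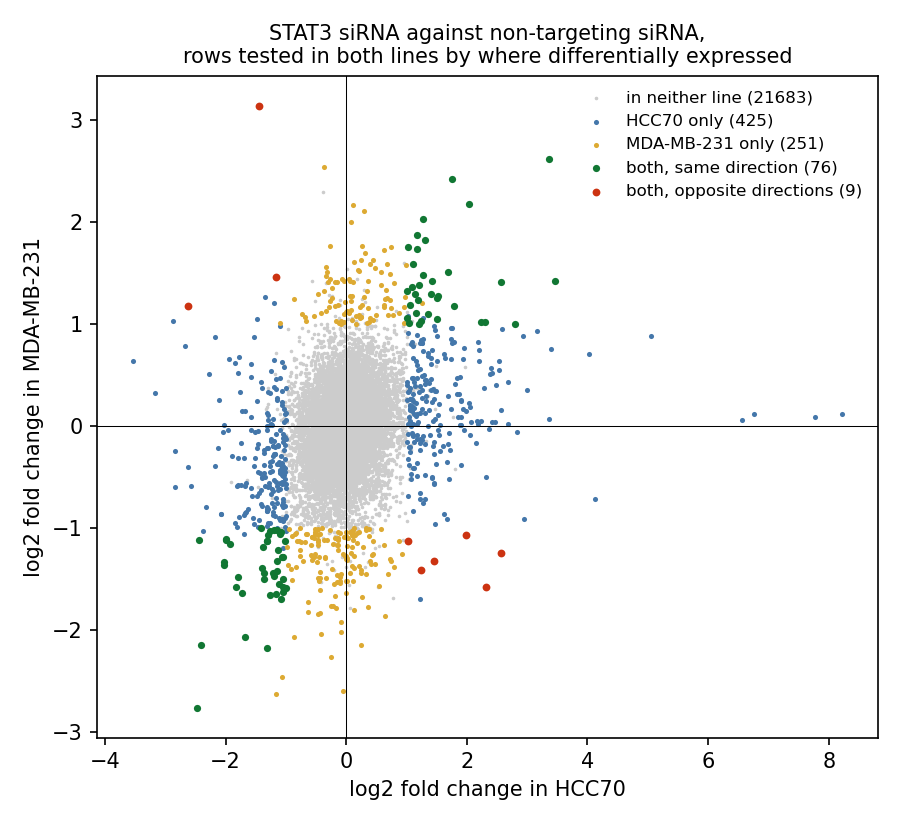
Log2 fold change after STAT3 siRNA in HCC70 (x axis) and in MDA-MB-231 (y axis) for the 22444 genes tested in both cell lines, 1 point per gene. Green points are the 76 genes differentially expressed in the same direction in both lines and red points the 9 in opposite directions; most coloured points, 425 for HCC70 and 251 for MDA-MB-231, are differentially expressed in 1 line only, and fitted values of genes with few counts in one arm depend on the prior count.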

Interestingly, these findings indicate that STAT3 transcriptional activation in basal TNBC is heterogeneous, consistent with the heterogeneity of the phenotypes of TNBC in different patients. Therefore, we analyzed the direct target signatures unique to each cell line to discover pathways likely regulated by STAT3 in TNBC subtypes.

In the previously described HCC70 transcript signature, we discovered pathway enrichments activated by STAT3 (down-regulated after STAT3 knockdown) to include matrisome (FDR=7.85×10^-12^), inflammatory response (FDR=2.51×10^-04^), and immunity (FDR=1.26×10^-03^) (Table 1). By contrast, pathway enrichment for transcripts likely repressed by STAT3 (up-regulated upon STAT3 knockdown) include matrisome (FDR=2.96×10^-04^), secreted factors (FDR=1.10×10^-07^), and epithelial to mesenchymal transition (EMT) (FDR=1.17×10^-05^) (Table 1). 

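The gene sets of the study's enrichment tests were not used here, and neither were binding sites, so families of genes chosen by symbol stood in for the sets, over all differentially expressed genes. The matrisome families joined a core list (collagens, laminins, other matrix glycoproteins and proteoglycans) and an associated list (secreted proteases and their inhibitors, annexins, galectins, S100 proteins, chemokines, growth factors and the like). Each overlap was tested with a one-sided Fisher's exact test against the genes tested in that cell line, with Benjamini-Hochberg adjustment over 110 tests, which were 11 lists in 5 cell lines and 2 directions. Of the 445 matrisome genes tested in HCC70, 27 were lower after STAT3 knockdown, where 6.91 were expected (odds ratio 4.4, adjusted p = 2.09e-08, Fisher's exact test). In 10000 random draws of protein-coding genes matched on expression, the median number of matrisome genes was 14, and 7 draws held as many as observed. Both directions together held 68 matrisome genes with the adjustment over all genes tested and 71 adjusted over the list alone. The lower matrisome genes with the smallest adjusted p were ANGPT1 (ENSG00000154188), WNT11 (ENSG00000085741) and SERPINB3 (ENSG00000057149). ANGPT1 fell from 6.58 ± 0.0253 CPM to 1.24 ± 0.12 CPM (SD, n = 3), a log2 fold change of -2.40 (standard error 0.09, adjusted p = 2.65e-08, edgeR). WNT11 changed by -1.53 (standard error 0.07) and SERPINB3, which has a close paralog, by -1.31 (standard error 0.07) on the log2 scale. ANGPT1 and WNT11 each overlap an uncharacterized gene. Of 41 complement and coagulation genes, 6 were lower, where 0.637 were expected (odds ratio 11.8, adjusted p = 0.000128, Fisher's exact test). The secreted factors held 6 lower genes of 140 (adjusted p = 0.0416, Fisher's exact test), which did not stay significant with a background of protein-coding genes only (adjusted p = 0.0824), without a fold threshold, or in 5 of the 6 fits that left out 1 library. No list for inflammatory response or immunity was tested here.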

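Among the genes higher after STAT3 knockdown in HCC70 were 41 matrisome genes, where 5.88 were expected (odds ratio 8.61, adjusted p = 1.25e-20, Fisher's exact test). The matched draws had a median of 13 such genes, and 0 of the 10000 draws held as many as observed. The core list held 11 of 107 genes (adjusted p = 1.05e-06) and the associated list 30 of 338 genes (adjusted p = 7.91e-15, both Fisher's exact test). ANXA3 (ENSG00000138772), ANXA1 (ENSG00000135046) and KLK5 (ENSG00000167754) had the smallest adjusted p. ANXA1 was the most abundant, and rose from 380 ± 12.5 CPM to 893 ± 45.5 CPM (SD, n = 3), a log2 fold change of 1.23 (standard error 0.05, adjusted p = 3.13e-08, edgeR). ANXA3 rose by 1.47 and KLK5 by 2.21 on the log2 scale, with standard errors of 0.06 and 0.09, and KLK5 overlaps an uncharacterized gene. Of the 140 secreted factors, 11 were higher (odds ratio 6.82, adjusted p = 1.14e-05, Fisher's exact test). The complement and coagulation list, besides its lower genes, held 3 higher genes of 41 (adjusted p = 0.033, Fisher's exact test), which did not stay significant with a background of protein-coding genes only, with shrunken fold changes or without a fold threshold. Over its whole length, 203 of the 445 genes of the matrisome list were lower, and the median log2 fold change was 0.06. A camera test of the list in limma, with a preset correlation of 0.01, gave an adjusted p of 0.107, and a fry test an adjusted p of 0.00188 in the direction of higher genes. Over the 11 lists and 5 cell lines, 24 of 55 such tests had an adjusted p below 0.05, of which 23 held under fry and 0 with a correlation estimated for each list, where 8 tests had an unadjusted p below 0.05. No list for epithelial to mesenchymal transition was tested here. The paper takes transcripts near a STAT3 binding site that fell after the knockdown as likely activated by STAT3. Those near a site that rose it takes as likely repressed. It so places the matrisome among the processes that STAT3 both activates and represses in HCC70.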

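In MDA-MB-231, 21 of 488 matrisome genes were lower after STAT3 knockdown, where 6.13 were expected (odds ratio 3.8, adjusted p = 5.37e-06, one-sided Fisher's exact test over all genes tested in that line). The matched draws of protein-coding genes had a median of 13, and 152 of 10000 draws held as many as observed. Over both directions, 43 matrisome genes were differentially expressed with the adjustment over all genes tested, and 44 adjusted over the list alone. ANGPT1 was again among the lower matrisome genes with the smallest adjusted p, with a log2 fold change of -2.15 (standard error 0.12, adjusted p = 4.5e-06, edgeR), together with LGALS12 (ENSG00000133317) and COL6A3 (ENSG00000163359). LGALS12 fell from 56 ± 2.62 CPM to 22 ± 2.51 CPM (SD, n = 3), and COL6A3 from 48.4 ± 2.23 CPM to 21.4 ± 2 CPM (SD, n = 3). The core matrisome list held 5 lower genes of 123 (adjusted p = 0.0379, Fisher's exact test), which did not pass with a background of protein-coding genes only (adjusted p = 0.0788) or with DESeq2 (adjusted p = 0.201). Of 44 complement and coagulation genes, 7 were lower, where 0.552 were expected (odds ratio 16, adjusted p = 5.41e-06, Fisher's exact test). No list of ligands for G-protein coupled receptors was tested here.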

In MDA-MB-231, pathway enrichments for transcripts likely activated by STAT3 included G-protein coupled receptor (GPCR) ligand binding (FDR=2.59×10^-04^), matrisome (FDR=8.54×10^-04^), and complement and coagulation cascades (FDR=8.59×10^-04^) (Table 2). 

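Higher after STAT3 knockdown in MDA-MB-231 were 22 matrisome genes, where 4.58 were expected (odds ratio 5.5, adjusted p = 1.66e-08, Fisher's exact test), and 0 of the matched draws, whose median was 7, held as many. The matrisome associated list held 17 of 365 genes (odds ratio 5.62, adjusted p = 4.51e-07, Fisher's exact test). Of the secreted factors, 12 were higher, where 1.47 were expected (odds ratio 9.48, adjusted p = 2.22e-07, Fisher's exact test). CTGF (ENSG00000118523), PDGFB (ENSG00000100311) and IL24 (ENSG00000162892, which overlaps FCMR) had the smallest adjusted p among the matrisome genes. CTGF rose from 85.2 ± 2.76 CPM to 226 ± 13.1 CPM (SD, n = 3), a log2 fold change of 1.41 (standard error 0.06, adjusted p = 1.35e-06, edgeR). PDGFB rose by 1.76 (standard error 0.09) and IL24 by 1.80 (standard error 0.11) on the log2 scale. PDGFB rose less in HCC70 than in MDA-MB-231 (interaction adjusted p = 9.27e-06, edgeR), and the difference for CTGF was not significant (interaction adjusted p = 0.0762, edgeR). For IL24, the change in HCC70 minus that in MDA-MB-231 was -3.62 on the log2 scale (interaction adjusted p = 7.63e-05, edgeR), but its counts in HCC70 were too few for it to be tested in that line alone, so the size is uncertain. CTGF also overlaps an antisense gene.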

Similar to HCC70, STAT3 in MDA-MB-231 was found likely to repress pathways enriched for transcripts involving secreted factors (FDR=2.03×10^-06^), matrisome (FDR=9.18×10^-06^), and matrisome associated (FDR=2.64×10^-04^) (Table 2). 

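The same siRNAs were used for 96 h in 3 further TNBC cell lines, HCC1143, MDA-MB-157 and MDA-MB-468, again with 3 libraries per siRNA. Their libraries were shallower than those of HCC70 and MDA-MB-231, with counts that summed to between 44.0 and 64.7 M in HCC1143, MDA-MB-157 and MDA-MB-468. In HCC1143 the medians were 58.7 M after STAT3 siRNA and 55.3 M after non-targeting siRNA. In MDA-MB-157 they were 63.9 and 53.2 M, and in MDA-MB-468 they were 57.6 M for each siRNA. STAT3 fell from 201 ± 19.4 CPM to 11.8 ± 1.5 CPM (SD, n = 3) in HCC1143, a log2 fold change of -4.08 (standard error 0.11, adjusted p = 5.87e-09, edgeR). In MDA-MB-157 it fell from 200 ± 8.93 CPM to 11.2 ± 0.699 CPM (SD, n = 3), a log2 fold change of -4.16 (standard error 0.09, adjusted p = 4.14e-11, edgeR). In MDA-MB-468, where STAT3 was most abundant, it fell from 459 ± 32.4 CPM to 22.6 ± 1.39 CPM (SD, n = 3), a log2 fold change of -4.34 (standard error 0.1, adjusted p = 1.04e-07, edgeR). In HCC1143, 1611 of 22865 genes tested were differentially expressed, 1079 lower and 532 higher. In MDA-MB-157, 546 of 24272 genes were differentially expressed, 362 lower and 184 higher, and in MDA-MB-468, 855 of 22834 genes, 553 lower and 302 higher. The coefficient of variation between libraries was 0.096, 0.102 and 0.133 in HCC1143, MDA-MB-157 and MDA-MB-468.

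**Figure D2:**
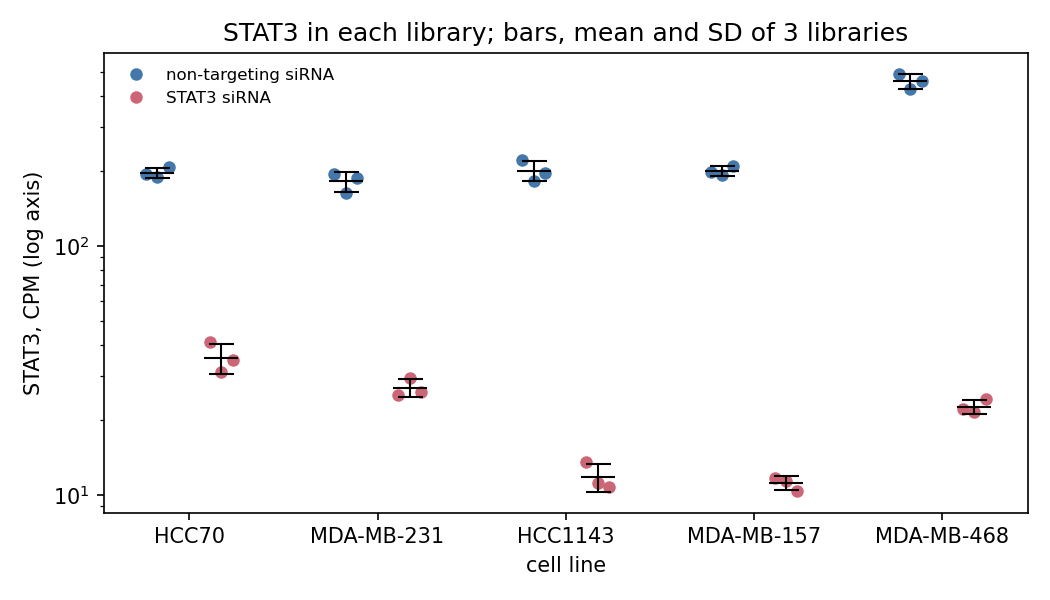
STAT3 in CPM (log axis) in each library of the 5 cell lines, with non-targeting siRNA in blue and STAT3 siRNA in red; points are libraries, and bars give the mean and SD of 3 libraries. Every STAT3 siRNA library lies below every non-targeting library of its line, from 35.6 CPM on average in HCC70 to 11.2 CPM in MDA-MB-157.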

We also performed STAT3 ChIP-seq and RNA-seq (following STAT3 knockdown) in three additional cell lines (Supplementary Figures S2-S4). Integration of these datasets reveals significant enrichments for invasion processes (Supplementary Tables S5-S7). These results further confirm a key role for STAT3 as a regulator of invasion in TNBC. 

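For the families of genes that stood in for the published sets, 28 of the 30 tests of the matrisome, core and associated lists over the 5 cell lines and 2 directions had an adjusted p below 0.05 (one-sided Fisher's exact test). The exceptions were the core list among the higher genes of MDA-MB-157 and among the lower genes of MDA-MB-468. With DESeq2 and shrunken fold changes, the alternative that moved this number most, 24 tests passed. Over all its members, the matrisome list passed a camera test in limma in no line, with adjusted p from 0.107 (HCC70) to 0.871 (MDA-MB-468). Under fry it passed as higher in HCC70 (adjusted p = 0.00188) and as lower in HCC1143 (adjusted p = 0.00367). The core list passed a camera test as lower in HCC1143 (adjusted p = 0.0327) and MDA-MB-157 (adjusted p = 0.00815). Under fry, the core list passed in HCC1143 (adjusted p = 0.00367) and not in MDA-MB-157 (adjusted p = 0.0996). With a correlation estimated for the list, it passed in neither of these lines (camera adjusted p = 0.39 and 0.516, limma). In HCC1143, 72 of 485 matrisome genes were lower (odds ratio 3.72, adjusted p = 2.42e-16) and 41 were higher (odds ratio 4.16, adjusted p = 3.32e-11, both Fisher's exact test). In MDA-MB-157, 26 of 500 were lower (odds ratio 3.89, adjusted p = 2.72e-07) and 15 were higher (odds ratio 4.45, adjusted p = 2.69e-05, both Fisher's exact test). In MDA-MB-468, 33 of 425 were lower (odds ratio 3.59, adjusted p = 4.01e-08) and 27 were higher (odds ratio 5.54, adjusted p = 4.35e-10, both Fisher's exact test). Adjusted over the list alone, 113 matrisome genes in HCC1143, 46 in MDA-MB-157 and 63 in MDA-MB-468 were differentially expressed. The complement and coagulation list was enriched among the lower genes of each line, with 13 of 35 genes in HCC1143, 7 of 38 in MDA-MB-157 and 11 of 39 in MDA-MB-468 (largest adjusted p = 5.78e-06, Fisher's exact test). The paper takes the enrichments in its additional cell lines as further evidence that STAT3 is a key regulator of TNBC invasion. It also bases this role on STAT3 binding in cell lines and tumors and on invasion assays after knockdown, which were not analysed here.

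**Figure D3:**
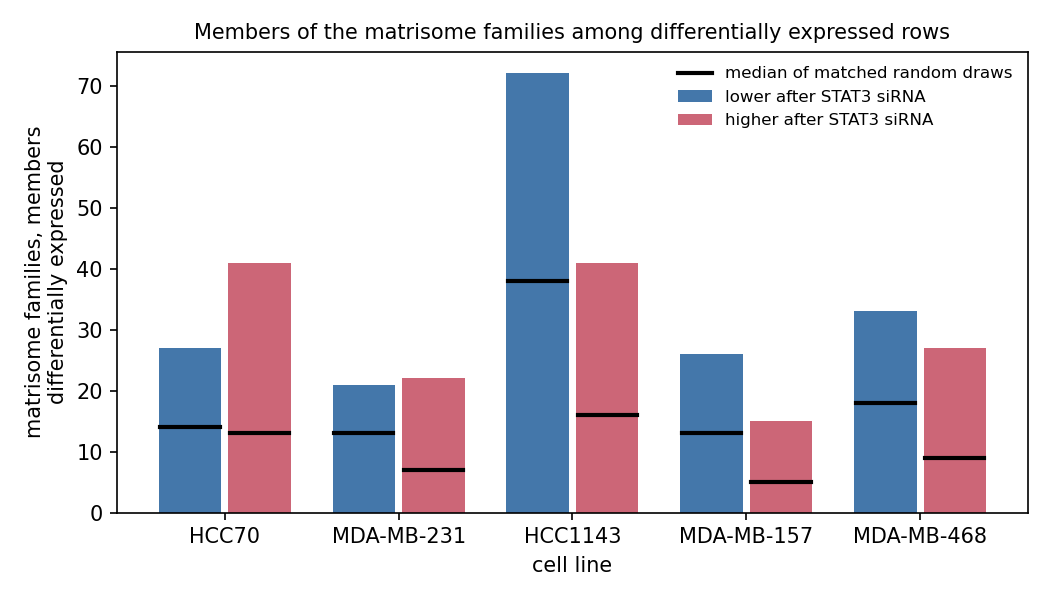
Number of matrisome genes differentially expressed after STAT3 siRNA (y axis) in each of the 5 cell lines, lower in blue and higher in red; black lines give the median over 10000 random draws of protein-coding genes matched on expression. Each bar lies above its line, by the least in MDA-MB-231 among the lower genes, where 21 genes compare with a median of 13.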

The enrichments are relevant because TNBC subtypes are likely to be invasive and metastatic, contributing to the aggressive nature of these cancers. STAT3 may play an important role in remodeling the extracellular matrix, exploiting inflammatory mechanisms, and evading immune surveillance to create a metastatic niche to facilitate spread of the cancer.

**Table 1:** Top 10 GSEA enrichments of differentially expressed genes in response to 96 hour STAT3 knockdown in HCC70

Signatures Directly Activated by STAT3 in HCC70 (Down-regulated Upon STAT3 Knockdown)	FDR q-value
NABA_MATRISOME	7.85E-12
NABA_MATRISOME_ASSOCIATED	1.46E-06
HALLMARK_INFLAMMATORY_RESPONSE	2.51E-04
NABA_CORE_MATRISOME	2.51E-04
NABA_ECM_REGULATORS	6.92E-04
KEGG_COMPLEMENT_AND_COAGULATION_CASCADES	1.17E-03
REACTOME_IMMUNE_SYSTEM	1.26E-03
NABA_ECM_GLYCOPROTEINS	1.26E-03
REACTOME_REGULATION_OF_COMPLEMENT_CASCADE	2.42E-03
BIOCARTA_IL22BP_PATHWAY	3.33E-03
**Signatures Directly Repressed by STAT3 in HCC70 (Up-regulated Upon STAT3 Knockdown)**	**FDR q-value**
NABA_MATRISOME	2.96E-14
NABA_MATRISOME_ASSOCIATED	1.30E-10
NABA_SECRETED_FACTORS	1.10E-07
HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION	1.17E-05
REACTOME_CLASS_A1_RHODOPSIN_LIKE_RECEPTORS	3.13E-05
REACTOME_GPCR_LIGAND_BINDING	4.27E-05
REACTOME_PEPTIDE_LIGAND_BINDING_RECEPTORS	6.05E-05
HALLMARK_COAGULATION	9.12E-05
HALLMARK_INFLAMMATORY_RESPONSE	8.62E-04
HALLMARK_TNFA_SIGNALING_VIA_NFKB	8.62E-04

Enrichments represent hallmark and canonical pathways in GSEA database. STAT3 responsive genes are enriched for processes involving invasion

**Table 2:** Top 10 GSEA enrichments of differentially expressed genes in response to 96 hour STAT3 knockdown in MDA-MB-231

Signatures Directly Activated by STAT3 in MDA-MB-231 (Down-regulated Upon STAT3 Knockdown)	FDR q-value
REACTOME_GPCR_LIGAND_BINDING	2.59E-04
REACTOME_CLASS_A1_RHODOPSIN_LIKE_RECEPTORS	2.77E-04
BIOCARTA_CLASSIC_PATHWAY	5.36E-04
BIOCARTA_COMP_PATHWAY	8.54E-04
NABA_MATRISOME	8.54E-04
KEGG_COMPLEMENT_AND_COAGULATION_CASCADES	8.59E-04
KEGG_HEMATOPOIETIC_CELL_LINEAGE	1.94E-03
REACTOME_G_ALPHA_WE_SIGNALLING_EVENTS	2.03E-03
REACTOME_GPCR_DOWNSTREAM_SIGNALING	4.23E-03
NABA_ECM_REGULATORS	4.23E-03
**Signatures Directly Repressed by STAT3 in MDA-MB-231 (Up-regulated Upon STAT3 Knockdown)**	**FDR q-value**
NABA_SECRETED_FACTORS	2.03E-06
HALLMARK_HYPOXIA	9.18E-06
NABA_MATRISOME	9.18E-06
KEGG_CYTOKINE_CYTOKINE_RECEPTOR_INTERACTION	3.72E-05
HALLMARK_TNFA_SIGNALING_VIA_NFKB	1.16E-04
NABA_MATRISOME_ASSOCIATED	2.63E-04
REACTOME_ACTIVATION_OF_GENES_BY_ATF4	1.35E-03
REACTOME_PERK_REGULATED_GENE_EXPRESSION	1.52E-03
HALLMARK_INFLAMMATORY_RESPONSE	1.52E-03
HALLMARK_UNFOLDED_PROTEIN_RESPONSE	2.88E-03

Enrichments represent hallmark and canonical pathways in GSEA database. STAT3 responsive genes are enriched for processes involving invasion

### Cellular invasion assays support a role for STAT3 in regulating invasion in TNBC

Our results suggest a potential role for STAT3 in cellular invasion and migration in TNBC. We further investigated its role in invasion in HCC70 and MDA-MB-231 cells by siRNA-mediated knockdown of STAT3 followed by matrigel transwell invasion assays. We observed a significant 44%(t-test, p-value<0.0001) and 42% decrease (t-test, p-value<0.0001) in invasion of HCC70 and MDA-MB-231 cells, respectively transfected with the STAT3 siRNA pool (Figure 3). The significant reduction of invasive potential in both cell lines reveals a functional regulatory role for STAT3 in the invasive properties characteristic of TNBCs. To ensure that STAT3 knockdown did not simply result in reduced overall viability of the cells, we also performed cellular proliferation assays, but did not observe significant differences in the viability of HCC70 or MDA-MB-231 cells, even after 96 hours of STAT3 knockdown treatment (Figure 3). Collectively, these data support a unique role for STAT3 in cellular invasion and migration.

**Figure 3:**
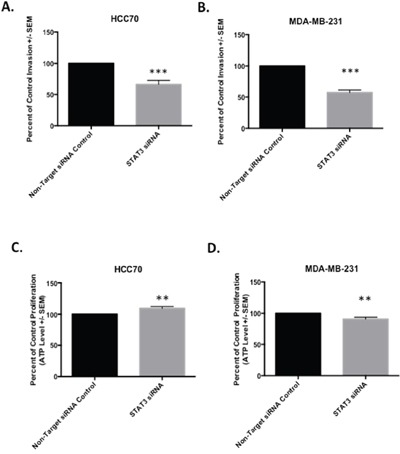
STAT3 regulates a gene signature associated with an invasion phenotype in basal TNBC (Data represents mean +/− SEM) **A.** Transwell invasion after STAT3 knockdown in HCC70 resulted in 1.6-fold reduced invasion (t-test, p-value<0.0001). **B.** Transwell invasion after STAT3 knockdown in MDA-MB-231 resulted in 1.9-fold reduced invasion (t-test, p-value < 0.0001). **C.** HCC70 proliferation measure after siRNA mediated STAT3 knockdown for 96 hrs. Knockdown of STAT3 did not result in reduced proliferation, but increased proliferation by 10% (t-test, p-value<0.0037). **D.** MDA-MB-231 proliferation measure after STAT3 knockdown for 96hrs. Knockdown of STAT3 resulted in 10% decrease in proliferation (t-test, p-value < 0.0040).

## DISCUSSION

This work reveals the transcriptional program regulated by STAT3 in TNBC and its enrichment for invasion related processes. Invasion involves the intravasation of cancer cells from the primary tumor location into the vasculature; this is followed by cell metastasis to the distal tumor site [27–29]. It is well established that TNBC tumors are metastatic and chemoresistant in nature, which are contributing factors to the lack of targeted therapy for this breast cancer subtype. Various gene expression studies have characterized the genes expressed in basal TNBC, distinguishing this cancer from other breast cancer subtypes. These TNBC specific genes contribute to the aggressive biology of this cancer; however, the upstream transcriptional regulators remain elusive. To facilitate targeted therapy, the upstream transcriptional regulators of TNBC gene signatures must be identified.

Our studies revealed STAT3 as a key regulator of basal TNBC. STAT3 is constitutively activated in basal TNBCs; however, full characterization of its genomic regulatory mechanisms is undetermined. We conducted ChIP-seq to characterize the genome-wide binding patterns of STAT3 in TNBC tumors and cell lines. STAT3 binding in cell lines and tumors was enriched near pathways involving invasion, such as extracellular matrix remodeling and cell migration. From these results, we inferred that STAT3 appears to be involved in the regulation of invasion mechanisms in TNBC.

Integration of RNA-seq data from TNBC cell lines, after knockdown of STAT3, allowed for the prediction of genes likely regulated by STAT3. We found that genes potentially regulated by STAT3 were mostly cell line specific, further corroborating the known heterogeneity of basal TNBC. Despite little overlap of genes likely regulated by STAT3 in the cell lines, the most significantly enriched process in both cell lines was for matrisome (the ensemble of extracellular matrix (ECM) proteins and related ECM proteins) formation [30, 31]. Matrisome processes were activated and repressed by STAT3, and it is likely that STAT3 promotes the degradation of the ECM and inhibits its maintenance to promote invasion. The TNBC matrisome was indeed impacted by STAT3 perturbation, as the transwell assays allowed us to functionally test regulation of the matrisome by STAT3. Knockdown of STAT3 resulted in decreased invasive potential of the basal TNBC cell lines across matrigel-coated wells. Taken together, STAT3 regulates pro-invasion and pro-metastatic gene signatures in a TNBC subtype specific manner.

STAT3 has been implicated in various cancers, including breast, ovarian, prostate, and lung cancers, as having a regulatory role in cancer development, including transformation, proliferation, EMT, invasion, and metastasis [16]. However, until now, the role of STAT3 in the context of basal TNBC was unknown. Recent studies revealed that phosphorylated STAT3 is associated with genes involved in immunity, inflammation, and invasion in TNBC transcriptomic data from TCGA [32]. These findings further supported a key regulatory role for STAT3 in TNBC. However, it did not describe direct gene signatures regulated by STAT3, nor functional characterization of the role of STAT3 in invasion in TNBC. Our work builds on this study as we further uncovered gene signatures likely regulated by STAT3 that corroborates the functional enrichments described by independent studies [32]. Moreover, we provide functional data to support a role for STAT3 in the regulation of cellular invasion processes in TNBC. While the direct gene targets of STAT3 are subtype specific across TNBC, indicative of the heterogeneity of this disease, our findings suggest this factor plays a universal role of regulating invasion in this cancer.

Further investigation must be conducted to unravel the role of STAT3 in actual metastasis of TNBC tumor cells to a secondary site. Development of TNBC xenograft mouse models followed by STAT3 perturbation will assist in discovering if STAT3 is indeed a therapeutic target for inhibiting metastasis of TNBC tumors. Direct inhibition of STAT3 may potentially improve chemotherapy response and decrease metastasis in TNBC, ultimately improving overall survival of TNBC patients. STAT3 subtype specific gene signatures could serve as potential biomarkers for determining the specific subtype of TNBC tumor and appropriate choice of STAT3 inhibition and chemotherapy for personalized treatment. Additional studies aimed at understanding the pharmacological response of the TNBC subtype specific STAT3 targets are needed to develop personalized therapies for inhibiting this factor.

## MATERIALS AND METHODS

### Cell culture and harvest

The following cell lines: MDA-MB-231, MDA-MB-157, MDA-MB-468 were cultured in DMEM media (Gibco, ThermoFisher Scientific, Waltham, MA) supplemented with 10% fetal bovine serum (Hyclone, GE Healthcare, Logan, UT), 1 mM sodium pyruvate, and non-essential amino acids (Gibco). HCC70 and HCC1143 were cultured in RPMI media (Gibco), supplemented with 10% fetal bovine serum (Hyclone), 10 mM HEPES (Sigma-Aldrich, St. Louis, MO), 1 mM sodium pyruvate (Gibco), and 4.5 g/l glucose (Sigma-Aldrich). Cells were passaged and harvested at 80% confluence. Prior to harvest, cells were treated for 72hr or 96hr with either 10 μM STAT3 siRNA or an equal concentration of control non-targeting siRNA.

For ChIP-seq experiments, protein-DNA complexes were covalently cross-linked by incubating cells in 1% formaldehyde for 10 minutes at room temperature. Cells were incubated with 0.125 M glycine for 5 minutes, to quench cross-linking reaction. Cells were washed and scraped with PBS (pH 7.4) (Lonza, Walkersville, MD). Cells were lysed with Farnham Lysis Buffer (5mM PIPES at pH 8.0, 85 mM KCl, 0.5% NP-40) containing protease inhibitor (Roche Diagnostics, Indianapolis, IN). Cell lysate was centrifuged at 2000 rpm for 5 minutes at 4°C. The crude nuclear extract contained in the supernatant was stored at -80°C.

For RNA-seq, cells were treated with Buffer RL (Norgen Biotek Corporation, Thorold, ON, CAN) and stored at -80°C. Cell lysate was collected after addition of 100% molecular biology grade ethanol. Total RNA was extracted using the Norgen Animal Tissue RNA Purification Kit.

### RNAi knockdown of STAT3

We used an ON-TARGETplus Human STAT3 siRNA kit from GEHealthcare (L-003544-00-0005, GE Healthcare, Logan, UT). This SMARTpool siRNA contains four pooled siRNAs, each targeting a separate region of the STAT3 RNA sequence. We also used ON-TARGETplus Non-targeting siRNA #1 (D-001810-01-05) as a non-targeting control. The siRNA SMARTpool and Non-targeting siRNA target sequences are below:

ON-TARGETplus SMARTpool siRNA J-003544-07, STAT3

Target Sequence: GAGAUUGACCAGCAGUAUA

ON-TARGETplus SMARTpool siRNA J-003544-08, STAT3

Target Sequence: CAACAUGUCAUUUGCUGAA

ON-TARGETplus SMARTpool siRNA J-003544-09, STAT3

Target Sequence: CCAACAAUCCCAAGAAUGU

ON-TARGETplus SMARTpool siRNA J-003544-10, STAT3

Target Sequence: CAACAGAUUGCCUGCAUUG

ON-TARGETplus Non-targeting siRNA #1

Target Sequence: UGGUUUACAUGUCGACUAA

The siRNA transfection experiments were performed in 6-well and 96-well cell culture plates in triplicate and quintuplicate, respectively, and included the non-targeting control. For transfection, the Lipofectamine RNAiMAX Transfection Reagent (ThermoFisher Scientific) was used. Lipofectamine and siRNAs were prepared per manufacturer's instructions (ThermoFisher Scientific). To each well containing cells, in the 96-well plate experiments (viability), we added 10 ul of the siRNA-transfection reagent mix diluted in Opti-MEM I Reduced Serum Medium (ThermoFisher Scientific); this resulted in 1 pmol siRNA in 0.3 μl Lipofectamine RNAiMAX reagent per well. For 6-well cell culture plate experiments, 250 μl siRNA-transfection reagent mix was added to each well, for a final concentration of 25 pmol siRNA in 7.5 μl Lipofectamine RNAiMAX reagent per well.

### SDS-PAGE and western blotting

To confirm knockdown of STAT3 protein levels, SDS-PAGE followed by western blotting was performed. HCC70 and MDA-MB-231 cells were seeded in six-well plates, at a density of 300,000 (MDA-MB-231) or 600,000 (HCC70) cells per well. After 96 hours, cells were harvested via trypsinization followed by centrifugation at 2,000 rpm for 5 minutes. Cell pellets were washed in 1 mL PBS, centrifuged a second time, and stored at -80°C until immunoprecipitation step. Cell pellets were resuspended in 100 μl RIPA buffer containing protease inhibitors, and incubated, on ice, for 30 minutes. Cells were dounced with a syringe to further lyse cells, followed by centrifugation at 14,000 rpm for 10 minutes. The supernatant was collected and protein concentrations were measured using the Qubit Protein Assay kit and Qubit fluorometer (ThermoFisher Scientific). 40 μg protein for each cell line and condition were mixed with an equal volume of Laemelli Buffer (Bio-Rad, Hercules, CA) supplemented with 10% Beta-mercaptoethanol (Sigma). Protein samples were heated in a 95-100°C water bath for ten minutes. Protein lysate samples and SeeBlue Plus2 (ThermoFisher Scientific) and Magic Mark XP (ThermoFisher Scientific) protein standards were loaded onto a pre-cast SDS-polyacrylamide gel (Bio-Rad) assembled in a reservoir containing 1X Tris/Glycine buffer (BioRad).

The SDS-PAGE gel was run for 1.5 hours at 150V. Proteins were transferred to a nitrocellulose membrane using the iBlot gel transfer device, per the manufacturer's instructions, using program 3 for seven minutes (ThermoFisher Scientific). Following transfer, the protein-containing membrane was placed in blocking reagent (PBS + NF dairy milk + 10% Tween), followed by shaking for 1 hour at room temperature. Blocking reagent was discarded and wash buffer containing antibodies targeting STAT3 (Santa-Cruz) phosphorylated STAT3 (Ser727) (Cell Signaling Technology), β-actin (loading control) (Cell Signaling Technology) were added to the membrane and incubated overnight at 4°C, with rotation. The membrane was washed three times, for ten minutes each, with western wash buffer (1X PBS with 0.05% Tween 20). Wash buffer containing anti-rabbit or anti-mouse secondary antibody was added to the membrane and incubated for 1 hour at room temperature. The membrane was again, washed three times for ten minutes. To visualize blotted proteins, SuperSignal West Femto working solution was prepared by mixing equal parts of stable peroxide and luminol/enhancer, per manufacturer's instructions (ThermoFisher Scientific) and incubated with the membrane for 5 minutes. Imaging was conducted using the UVP imaging system.

### Matrigel invasion assays

To determine if STAT3 regulates invasion, 300,000 (HCC70) or 75,000 (MDA-MB-231) cells were seeded into six-well plates and transfected with STAT3 siRNAs and non-targeting siRNAs as described above. Cells were incubated for 72 hours (HCC70) or 96 hours (MDA-MB-231) at 37°C/5%CO_2_. Cells were harvested via trypsinization followed by centrifugation at 2,000 rpm for five minutes. Cell pellets were resuspended in 10 ml media and quantified using a hemocytometer. Cells were diluted to a concentration of 40,000 cells/ml in serum free media and seeded onto Corning Biocoat matrigel invasion chambers (Corning, Bedford, MA) as previously described [33]. Student's t-test was applied to calculate significance using GraphPad Prism (GraphPad Software, La Jolla, CA).

### Cell viability assays

Cell viability assays were conducted in 96-well cell culture plates. HCC70 and MDA-MB-231 cells were transfected with a siRNA targeting STAT3 or a non-targeting siRNA vehicle control for 96 hours. Cell proliferation was measured using the ATPLite Assay (Perkin Elmer, Waltham, MA) for cell metabolism.

### ChIP-seq

To characterize genome-wide binding patterns of STAT3 in TNBC cell lines, ChIP-seq was performed as previously described [34]. Antibodies for STAT3 (Santa Cruz, sc-482, Santa Cruz Biotechnology, Santa Cruz, CA) were used. Replicate experiments with high similarity (> 80% concordance across called peaks), were combined into a single data set of high confidence binding sites.

Measurement of STAT3 binding in TNBC tumor tissues was performed as previously described [24].

### RNA-seq

Cells were lysed with Buffer RL (Norgen) containing 10% beta-mercaptoethanol. Cell lysate was collected after addition of 300 μl 100% molecular biology grade ethanol. Total RNA was extracted using the Animal Tissue RNA Purification Kit (Norgen). RNA-seq libraries were prepared from 250 ng total RNA via polyA-selection (Dynabead mRNA Purification Kit, ThermoFisher Scientific) followed by transposase-mediated non-stranded library construction [25]. Each experimental treatment was performed in triplicate. Libraries were pooled and sequenced on an Illumina HiSeq 2000 sequencer using paired-end 50 bp reads with a 6 bp index read (Illumina, Inc., San Diego, CA). Pooled sequencing resulted in 26.5 million reads per library. Differential expression was measured using the DESeq2 program [35]. TopHat (version 1.4.1) was used to align RNA-seq paired reads to GENCODE (version 9.0) [36, 37]. Cufflinks (version 1.3.0) and BEDTools [38, 39] were used to calculate raw counts for each GENCODE transcript. For this study X and Y chromosome transcripts were omitted.

### Integrated genomic analysis

For each ChIP-seq replicate, peaks were identified and reported using the MACS peak caller program [40]. Motif analysis for binding sites identified in individual replicates was performed using MEME [41]. After identification of STAT3 binding sites, the normalized read depth for each experiment was calculated by tabulating the number of reads across binding sites and normalizing the reads to the total number of aligned reads generated for each experiment. The normalized reads were mapped by centering each ChIP-seq peak summit around 100bp sequences. Spearman correlation coefficients were calculated across normalized STAT3 binding sites and clustered to identify differential STAT3 binding patterns across basal tumors and cell lines. STAT3 peaks common in TNBC cell lines and tumors were analyzed for gene ontology enrichment using the GREAT program [23]. In HCC70 and MDA-MB-231 ChIP-seq studies, only reproducible binding sites identified in replicates, were called as high-confidence bindings sites and used for integrated analysis with RNA-seq data sets.

Differential gene expression analysis was performed in the statistical software, R (version 3.2.1) [42], using DESeq2 (version 1.8.1), using the default settings [35]. Differentially expressed transcripts were filtered for only those transcripts with > 2.0 fold differences between STAT3 siRNA treated cells and non-targeting siRNA vehicle controls. Differentially expressed transcripts were normalized, followed by hierarchical clustering using the hclust command in R (method=”ward”, distance=”euclidean”). Differential transcripts were integrated with high confidence ChIP-seq binding sites and the central distribution function was calculated to predict what fraction of significant transcripts have a STAT3 binding site within 50 kb of the TSS. 50kb was chosen as a cutoff based on data suggesting that the correlation between TF binding and gene expression tails off beyond about 100kb [43]. The Komolgorov-Smirov test (KS-test) was implemented to determine the significant enrichment of STAT3 binding near differentially expressed transcripts compared to the background genome using the ks.test command in R.

Differentially expressed genes with a nearby binding site were considered to be direct targets and were used for Hallmark and Canonical Pathway enrichments using Gene Set Enrichment Analysis [44, 45]. Student's t-tests were used to calculate significance of cell viability and invasion assays.

All ChIP-seq and RNA-seq datasets have been deposited in GEO (accession number: GSE85579).

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## Abbreviations

ChIP-seq: Chromatin Immunoprecipitation followed by massively parallel sequencing
ECM: Extracellular Matrix
ER: Estrogen Receptor
HER2: Human Epidermal Growth Factor Receptor 2
PR: Progesterone Receptor
STAT3: Signal Transducer and Activator of Transcription 3
TF(s): Transcription Factor(s)
TNBC: Triple Negative Breast Cancer
Acquisition of data: JMM, KEV, JG, BSR, DSS, KMN, SKB, LAS, ECP, ALJ, BB, SEL and RMM
Analysis and interpretation of data: JMM, DSS, BSR, RCR, SKB, LAS, SJC and RMM
Writing, review and/or revision of manuscript: JMM, DSS, BNL, MKK, RCR, LAS, DJB and RMM
Administrative, technical or material support: PGO, KCS, AF, and WEG

How the deposited data were processed for this re-analysis (not part of the article)

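RNA-seq was analysed for 30 libraries of 5 established TNBC cell lines (HCC70, MDA-MB-231, HCC1143, MDA-MB-157 and MDA-MB-468), with 3 libraries after STAT3 siRNA and 3 after non-targeting siRNA in each, 96 h after transfection. The ChIP-seq experiments and the invasion and viability assays were not analysed here.

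The authors aligned paired reads of non-stranded, polyadenylated RNA libraries with TopHat to GENCODE transcripts, calculated raw counts with Cufflinks and BEDTools, and deposited counts for 51838 genes without normalization. The paper speaks of transcripts, whereas the deposited counts are given 1 per gene. No entry lacked a gene name, and no column was left without a sample. The total counts of a library ranged from 44.0 to 126.0 M, with a median of 62.7 M. Even counts from 2 to 10 were more frequent than the neighbouring odd counts, by a ratio of 1.07 to 1.2 over the libraries. Each pair of replicate libraries was compared with a chi-square statistic per gene, which lay between 6.49 and 61.7 over the 30 pairs, so all were counted as separate replicates. Intervals and standard errors cover counting error and the spread between the 3 libraries of a group.

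From the counts, everything else was computed anew. Genes on chromosomes X and Y were omitted, as in the paper, so far as they could be placed. They were identified by gene name in an NCBI RefSeq gene table of GRCh38.p14, which matched 37078 genes, and 78.9% of the 32332 genes with at least 10 counts in some library. Genes without a match were kept, so some genes of X or Y can remain among those tested; no coordinates of that table are used. Low-count genes were removed with filterByExpr, libraries were scaled with TMM, and each cell line was fitted alone with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3), two-sided, with Benjamini-Hochberg adjustment. A gene was taken as differentially expressed at an adjusted p below 0.05 and a fold change above 2. The difference between HCC70 and MDA-MB-231 was tested as an interaction in one fit of their 12 libraries. Standard errors of log2 fold changes are the size of the log2 fold change divided by the square root of F.

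The study's published gene sets were not used here. In their place stood 11 lists written by gene symbol: the matrisome families with their core and associated parts, secreted factors, complement and coagulation, hypoxia, the ATF4 and unfolded protein response, NF-kB and TNF, interferon, cell cycle, and known STAT3 targets. STAT3 itself was left out of every list. Lists share genes, such as 30 of the 58 STAT3 targets that are in another list. Overlap of differentially expressed genes with a list was tested with a one-sided Fisher's exact test over the genes tested in that line, adjusted over 110 tests. Lists were also tested without a threshold with camera (limma 3.58.1, preset correlation 0.01, log2 CPM with a prior count of 2), adjusted over 55 tests, with fry and a correlation estimated for each list as checks. Matrisome genes were further compared with 10000 draws of protein-coding genes matched in 20 bins of expression.

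Named genes follow a rule: STAT3; in HCC70 and MDA-MB-231 the 3 largest rises and the 3 largest falls with an average log2 CPM of at least 2 and no overlap between the arms; up to 6 genes differentially expressed in the same direction in all 5 lines, by their largest adjusted p; the 3 matrisome genes with the smallest adjusted p in each direction; and STAT3 targets only where differentially expressed in both HCC70 and MDA-MB-231. The design, the lists, this rule and the alternatives were fixed before the data were examined, apart from 2 alternatives that were chosen after seeing the data: libraries thinned to the smallest total, and a background of protein-coding genes only.

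The alternatives were RLE size factors, DESeq2 (1.42.0) without and with shrunken fold changes (the latter at an adjusted p below 0.1), an adjusted p of 0.1, no fold threshold, no low-count filter, X and Y genes included, the replicate number as a block, a joint fit of the 5 lines, leaving out each library in turn, and, for the list tests, fry, an estimated correlation and a prior count of 0.5. Tests of the siRNA seed sequences were planned and not run, since transcript sequences were not used here. The tests were tried on simulated data with 200 changed genes of log2 fold change 1.5. Of these, edgeR recovered 200 among 24578 genes tested, with 2 further genes, and DESeq2 recovered 200 among 30634. With shrunken fold changes DESeq2 recovered 124 (62%) among 22907, counted at an adjusted p below 0.05. The median error in the size of the log2 fold change was -0.44 there. The interaction test recovered 200 among 25081. camera, fry and Fisher's exact test each found the 1 shifted list and 0 of 20 unchanged lists. The genes were simulated independently of each other, so this trial cannot show false passes from correlation between genes. Fisher's exact test was applied there without the fold threshold.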

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

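Several tests in this part were chosen only after the result was seen. These were the splits for the same-direction genes in all 5 cell lines, the library totals and both tests of the depth of the knockdown. The siRNA pool, both tests of HMGN1 and the lines compared for the cell cycle list were also chosen in this way.

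The response to STAT3 knockdown differed between HCC70 and MDA-MB-231 at 3491 genes by a test of the difference itself. Of 100 splits of the libraries within each line, 1 gave as many, the real one. The next, with 1293 genes, kept the real grouping in 1 of the lines, and splits that kept it in neither line gave at most 1 gene. These splits test the grouping of the libraries and not whether the lines differ, which rests on the test of the difference alone. Expression in only one of the lines is argued against as the whole cause, since 80.1% of the 3491 genes were at or above 1 CPM in the non-targeting libraries of both lines. A difference in library depth is argued against by totals that overlap, with the lowest MDA-MB-231 total, 121.8 M, below the highest of HCC70. A stronger knockdown in one line would scale the same changes, whereas the correlation of the log2 fold changes across genes was 0.26. Noise lowers a correlation, so the directions were counted too: 415 genes had an adjusted p below 0.05 in both lines in opposite directions, which scaling cannot give. Different biology of the 2 lines remains open, as a hypothesis found and tested on the same data, and so do differences in culture or handling between the lines, which were not tested.

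The fall of STAT3 was deeper in HCC1143, MDA-MB-157 and MDA-MB-468 than in HCC70 and MDA-MB-231, by tests of the difference in edgeR. The log2 fold change in HCC70 exceeded that in HCC1143 by 1.60, in MDA-MB-157 by 1.69 and in MDA-MB-468 by 1.88. For MDA-MB-231, the differences were 1.31, 1.40 and 1.59 in the same order, and the largest adjusted p of the 6 tests was 3.14e-05. Library totals separate the same lines, as the lowest total of HCC70 and MDA-MB-231 was 121.2 M and the highest of the other lines was 64.7 M. A batch of libraries and the cell lines therefore cannot be told apart, because no line has libraries of both depths.

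The cell cycle list moved up in MDA-MB-468 and down in the other 4 lines. The median log2 fold change of its 57 genes was 0.26 in MDA-MB-468, where 7 were lower, against -0.45 in MDA-MB-231 and -0.53 in HCC1143 (55 lower in each), -0.29 in MDA-MB-157 (53 lower) and -0.08 in HCC70 (42 lower). Only MDA-MB-231 was tested against MDA-MB-468. The median difference between these 2 lines was 0.719, and 1 of 100 splits gave one as large, the real one. The next, 0.584, kept the real grouping in 1 line, and splits that kept it in neither gave at most 0.3. Another split kept the real grouping in both lines but swapped the siRNA labels of 1 of them, and gave 0.19. Correlation between the genes of the list is argued against as the whole cause of this difference. It kept a p of 0.000255 in limma with a correlation estimated for the list (0.118). Within single lines, however, the list passed in none with an estimated correlation (smallest adjusted p 0.266, in MDA-MB-231, limma). The lines were chosen for this test after the medians of all 5 lines had been seen, so the difference is a hypothesis.

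Genes on chromosomes X and Y, which the paper left out, responded too: 19 were differentially expressed in HCC70, 13 in MDA-MB-231, 48 in HCC1143, 17 in MDA-MB-157 and 26 in MDA-MB-468. The total over the lines was 123. The real split was the 1 of 100 to give as many, which adds no support, since splits that kept the real grouping in no line gave 0 and the next, 65, kept it in 2 lines. The share of X and Y genes that responded, 2.4%, 1.56%, 6.84%, 2% and 3.52% in that order, was below the share of the other genes in each line, some of which could not be placed on a chromosome (2.87%, 2.2%, 7.05%, 2.25% and 3.75%). Whether these shares differ was not tested.

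The paper does not report genes that responded in all 5 lines. There were 11 genes lower in each of the 5 lines, STAT3 among them, and 2 higher. The real split was the 1 of 100 to give as many, but this adds no support, since regrouped libraries of a line gave at most 2 differentially expressed genes, so that the others had to give 0. F11R (ENSG00000158769) fell by 1.06 to 1.87 on the log2 scale over the lines, and SELENOF (ENSG00000183291, listed under an older clone name) by 1.36 to 3.03. C4B (ENSG00000224389) fell by 1.06 to 3.17, but it has a near-identical copy, C4A, so its value is uncertain, and in HCC1143 its change was -0.98 without STAT3 siRNA replicate 2 and -0.92 without non-targeting replicate 1, short of a 2-fold difference. A Y_RNA gene and HMGN1P38 had few counts. Every knockdown used 1 siRNA pool, so effects through STAT3 and other effects of that pool cannot be told apart, because no library had another pool.

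The 3 HMGN1 pseudogenes among the 11 genes could share reads with HMGN1, their parent gene. HMGN1 itself fell in 5 of 5 lines, by 0.63 to 1.80 on the log2 scale, and it had far more counts, so shared reads are consistent with these falls. The pseudogenes fell farther than HMGN1 in 15 of 15 pairs of pseudogene and line, by more than 2 standard errors of both in 10. They had been selected for falls of more than 2-fold in each line, which fixes this in HCC70 and MDA-MB-231, where HMGN1 fell less (-0.69 and -0.63). In HCC1143, MDA-MB-157 and MDA-MB-468, HMGN1 fell by more than that (-1.45, -1.80 and -1.43), and HMGN1P38 still fell farther (-2.19, -2.79 and -2.26), which speaks against an even share of the reads of HMGN1 for this pseudogene. Selection for deep falls also favours such a result, so the even share was not excluded for the 3 as a set. The 9 other HMGN1 pseudogenes tested in some line gave 0 differentially expressed genes. An effect on reads that only these copies receive stays open and was not tested. HMGN1 was chosen for this after its values were seen.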

How the results depend on the processing

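The libraries thinned to the smallest total and the background of protein-coding genes were chosen only after the result was seen, as were the splits of the libraries of each line and those for the overlap.

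With DESeq2 and shrunken fold changes, the differentially expressed genes numbered 321 in HCC70, 186 in MDA-MB-231, 1025 in HCC1143, 191 in MDA-MB-157 and 460 in MDA-MB-468, and the same-direction overlap of HCC70 and MDA-MB-231 was 36 genes. Shrinkage makes fold changes smaller by construction. On simulated data it recovered 62% of changed genes at this fold threshold. The simulation changed only 200 genes and counted them at an adjusted p below 0.05. Far more genes changed in the data, so that share need not apply to the counts given here. Without the fold threshold, 6751, 5033, 8950, 4169 and 3600 genes passed in these lines, and 1790 overlapped, since the alternative drops a criterion. The lower genes made up 54%, 57.2%, 67%, 66.3% and 64.7% of the differentially expressed genes, and 51.5%, 53.9%, 52.9%, 52.1% and 56.4% without the fold threshold. With libraries thinned to the smallest total, MDA-MB-231 had 355 genes and HCC70 516, so part of the counts in the 2 deeper lines rests on depth. The other counts stayed within 1.5 times under RLE size factors, DESeq2, an adjusted p of 0.1, no low-count filter, X and Y genes included, the joint fit and thinning.

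With each library left out in turn, the counts ranged from 624 to 764 in HCC70, 426 to 565 in MDA-MB-231, 1463 to 1734 in HCC1143, 425 to 583 in MDA-MB-157 and 657 to 938 in MDA-MB-468. The log2 fold change of STAT3 stayed between -2.57 and -2.38, -2.83 and -2.70, -4.19 and -4.01, -4.20 and -4.10, and -4.40 and -4.29 in these lines, and the overlap between 69 and 82 genes. Genes with a different response in HCC70 and MDA-MB-231 numbered from 2568 to 3660 in these fits and from 3278 to 4785 under the other alternatives.

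The real split of the 6 libraries was the only one of 10 to give as many genes in each line, and the largest count of the others was 0 in HCC70, MDA-MB-231 and HCC1143, 2 in MDA-MB-157 and 1 in MDA-MB-468. With 10 splits, a share of 1 in 10 is the smallest there can be. For the same-direction overlap, 1 of 100 splits gave as many, which adds no support, since splits without genes in a line can give no overlap.

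Of the 30 tests of the matrisome, core and associated lists, 28 passed, between 24 and 28 under the alternatives and 27 to 28 with a library left out, and 1 of 100 splits gave as many, which again follows from the few genes of regrouped libraries. The camera tests gave 24 of 55, against 36 under fry and 0 with a correlation estimated for each list, where the smallest adjusted p was 0.266; the cause was not tested. They ranged from 22 to 25 with a library left out, and 1 of 100 splits gave as many. The next, 19, kept the real grouping in 2 lines, and splits that kept it in none gave at most 12.

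The correlations between same-numbered samples lay between -0.1 and 0.27. Those between differently numbered samples were not computed, so whether the replicate numbers pair the samples was not settled. With the replicate block, 687, 533, 1650, 566 and 912 genes were differentially expressed.

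Of the 3270 values of 218 other results (lists and named genes) under the alternatives, 181 changed: 91 weaker, 74 stronger and 16 reversed. All 16 reversals, of the direction of the test, were in list tests far from the threshold, with a lowest adjusted p of 0.56 and medians near 0, and the cause was not tested. Without the low-count filter, the medians were 0 for interferon in HCC70, 0.03 for secreted factors in MDA-MB-157 and -0.01 for the matrisome in MDA-MB-468, and under fry 0.04 for secreted factors in MDA-MB-468. With a library left out, they ranged from -0.02 to 0.06 for hypoxia and -0.04 to 0.04 for interferon in HCC70, from -0.06 to 0 for the matrisome associated and -0.04 to 0.02 for the secreted list in MDA-MB-157, and in MDA-MB-468 from -0.08 to 0.03, -0.09 to 0.01 and -0.04 to 0.1 for the matrisome, its associated part and the secreted factors. SERPINA3 in MDA-MB-231 (-1.02) fell short of a 2-fold difference in 3 of the 6 fits that left out 1 library, at the least to -0.96, and with shrunken fold changes.

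The tests of siRNA seed matches, with a shorter match, the coding sequence, no low-count filter and the replicate block as their alternatives, were not run.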

Differences from the paper's values

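No test in this part was chosen only after the result was seen.

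The paper's 26.5 M reads per library compare with median total counts of 122 M in HCC70, 123 M in MDA-MB-231, 57 M in HCC1143, 60.6 M in MDA-MB-157 and 57.6 M in MDA-MB-468. The totals are counts summed over genes, not reads, and none of the alternatives set before the data were examined changes them.

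The numbers of differentially expressed genes, 707 in HCC70 and 547 in MDA-MB-231, lie within 1.5 times of the paper's 737 and 548 transcripts. Among the alternatives set before the data were examined, DESeq2 with shrunken fold changes (321 and 186) and no fold threshold (6751 and 5033) do not.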

Other observations

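The comparisons of HCC1143 with the other lines and the background of protein-coding genes were chosen only after the result was seen.

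More genes responded in HCC1143 (1611) than in any of the other 4 lines. Library depth is argued against, since 1516 genes responded there with all libraries thinned to one total, the most of the 5 lines. The depth of the knockdown is argued against too, as the lines with a deeper fall of STAT3 had at most 855 genes. A smaller spread between replicates would favour HCC70 and MDA-MB-231, which had at most 707 genes. A biological difference of HCC1143 stays open and may be one explanation, but state of the cells at harvest was not tested.

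The matrisome enrichments were tested for 2 technical explanations. With only protein-coding genes as background, 27 of the 30 tests passed. Draws of protein-coding genes matched on expression held as many matrisome genes in at most 152 of 10000 draws, in MDA-MB-231 among the lower genes. In HCC70, the draws nonetheless had a median of 14 genes against the 27 lower and of 13 against the 41 higher, so expression level may account for part of the overlap.

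Other lists gave mixed results among the differentially expressed genes (Fisher's exact test, adjusted over 110 tests, of which 60 passed). STAT3 targets were enriched among the lower genes of each line, with the smallest adjusted p in MDA-MB-468 (8 of 51, adjusted p = 9.85e-05) and the largest in HCC1143 (6 of 48, adjusted p = 0.0452), but with the protein-coding background not in MDA-MB-231 (adjusted p = 0.0695) or HCC1143 (adjusted p = 0.0901). They were also enriched among the higher genes of MDA-MB-231 (adjusted p = 0.0199), HCC1143 (adjusted p = 0.0113) and MDA-MB-157 (adjusted p = 0.00138). NNMT (ENSG00000166741) and SERPINA3 (ENSG00000196136) fell and LCN2 (ENSG00000148346) rose in both HCC70 and MDA-MB-231, by log2 fold changes of -1.68 and -2.07, -1.19 and -1.02, and 1.21 and 1.38. Adjusted over the list alone, 8, 6, 11, 10 and 9 STAT3 targets were differentially expressed in HCC70, MDA-MB-231, HCC1143, MDA-MB-157 and MDA-MB-468, the same numbers as over all genes tested. Interferon genes were enriched among the lower genes of HCC70, HCC1143 and MDA-MB-157 (largest adjusted p = 0.0237). Hypoxia genes were enriched among the higher genes of HCC1143 (10 of 51, adjusted p = 1.28e-06) and MDA-MB-157 (4 of 52, adjusted p = 0.00167). Over all its members, the hypoxia list was higher in HCC1143 (camera adjusted p = 0.000144, limma). In MDA-MB-231 it was lower, with 38 of 52 genes lower and a median log2 fold change of -0.15 (camera adjusted p = 0.0021, limma). The camera test passed in no other line. Neither result passed with a correlation estimated for the list (adjusted p = 0.33 for each, limma). Of the 52 hypoxia genes in MDA-MB-231, 1 was among the higher genes (adjusted p = 0.577, Fisher's exact test). The paper, by contrast, lists a hypoxia set among the signatures that rose after knockdown in this line. It used a published set and only changed genes near a STAT3 binding site, so the list and the genes tested both differ. The ATF4 list was enriched among the higher genes of MDA-MB-231, HCC1143 and MDA-MB-157 (largest adjusted p = 0.00336), and the NF-kB list among those of HCC70, MDA-MB-231 and HCC1143 (largest adjusted p = 0.0162). The cell cycle list passed in no line or direction in these overlaps, while its camera and fry tests in limma passed in each line (largest adjusted p 0.0151 and 0.0259, in HCC70), and none did with an estimated correlation (smallest adjusted p 0.266). Whether lines differ in these lists was not tested, apart from the cell cycle list.

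Over the 19305 genes tested in all 5 lines, the log2 fold changes of 2 lines correlated across genes, which are not independent replicates, with a Pearson r between 0.28 (HCC70 and MDA-MB-231) and 0.49 (MDA-MB-231 and HCC1143).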
